A study of Mus musculus with 12 samples. Its data were reported in "TET activity safeguards pluripotency throughout embryonic dormancy" (2024).

How the data were processed

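Gene expression had been measured by RNA sequencing in 12 libraries of mouse embryonic stem (ES) cells. According to the labels, the libraries come from 2 lines, KH and DNMT3ABKO, each sampled at 0, 72 and 144 h of treatment with INK128, an inhibitor of the mTOR kinase (mTORi), with 2 replicates per group. The labels place the name E14 before both lines, whereas the study's methods describe the wild-type line as KH2, and the label names are used here. The distinction matters because those methods keep E14 lines without feeders. DNMT3ABKO cells lack the de novo DNA methyltransferases Dnmt3a and Dnmt3b. Per the same methods, KH2 and Dnmt3a/b knockout cells were grown on feeders, a layer of mitotically inactive fibroblasts, and viable single cells were sorted before RNA extraction.

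The authors added ERCC spike-in RNA, depleted ribosomal RNA, aligned the reads to the mouse genome (mm10) with STAR and quantified genes of a GENCODE annotation with StringTie. The deposited values are TPM per gene (transcripts counted relative to a fixed total), 1 library per file, with replicates kept apart. TPM divides reads by transcript length and scales each library to a fixed sum, and each of the 12 columns summed to 1000000. No spike-in row was listed, so the values are relative shares of each library's RNA, and a change in the total amount of RNA per cell was not analysed here. TPM keeps no read depth, so the depth of each library is unknown and no counting interval is given.

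Each file listed 54446 gene identifiers, of which 9 to 16 rows per file repeated an identifier and were summed. After removal of the version suffix, 54409 identifiers matched GENCODE M21, and 53499 of these had an identical chromosome, start and end. Gene types and exon lengths were taken from that annotation, and coordinates are those in the deposited files (mm10, counted from 1).

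Values were analysed as log2(TPM + 1), so fold changes are on that scale, which understates changes of low genes. The 15727 genes with a mean of at least 1 TPM over the 12 libraries were tested with limma (lmFit and eBayes with a mean-variance trend), with a coefficient for each of the 6 groups and no covariate. The count-based test named in the study's methods was not used, because TPM values are not counts. There were 11 contrasts: 72 h against 0 h, 144 h against 0 h and 144 h against 72 h in each line, DNMT3ABKO against KH at each time point, and the difference between lines in the 72 h and in the 144 h response. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and every adjusted p for a gene comes from limma. On simulated data for KH 72 h against 0 h with 15727 genes, of which 200 were changed by 1 on the log2 scale, 171 of the changed genes (85.5%) were called, and 5% of the 180 calls were unchanged genes. The simulated noise was independent, with 1 spread per gene in all groups. These rates do not cover contrasts with DNMT3ABKO cells at 0 h, whose replicates differed more.

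The groups, the main model, the alternatives, 12 gene sets and the rule for naming genes were fixed before the data were examined. The rule names Dnmt3a and Dnmt3b, members of the gene sets where a set is reported, and at most the 3 highest and the 3 lowest called genes for each response to mTORi from 0 h, for the lines at 0 h and for each difference in response. Both libraries of a group had to lie beyond both of the other group, and predicted genes, unnamed transcripts and small RNA genes were left out. Gene sets were tested with limma's camera at a preset inter-gene correlation of 0.01, two-sided, and adjusted over all 132 combinations of set and contrast. They were also tested with fry and with camera at an estimated correlation. The knockout genes and the summed expression were compared with exact two-sided permutation tests that exchanged labels within time points or within lines. With 2 libraries against 2, an exact permutation test cannot go below p = 0.333, so such comparisons rest on limma, which shares the spread between replicates over all 6 groups and all genes.

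Alternatives were a pseudocount of 0.1 TPM, no filter on low values (37364 genes above 0 in at least 1 library), rescaling by the median ratio to the geometric mean over genes, a model with only the groups in the contrast, the replicate number as a block within each line, a minimum absolute log2 fold change of 1, and leaving out each library in turn. A second fibroblast list and a macrophage list were written after the fall of the fibroblast genes, and of other macrophage genes, had been seen. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.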

Results

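Total RNA depleted of ribosomal RNA was quantified in 12 libraries of mouse ES cells, in 6 groups of 2. Wild-type KH cells and DNMT3ABKO cells, which lack both de novo DNA methyltransferases, were collected before treatment (0 h) and after 72 and 144 h of mTORi, which brings ES cells into a paused state resembling embryonic diapause. The read depth is unknown, since TPM values do not retain it. Between 15178 and 15811 genes per library had at least 1 TPM. Across the 15727 tested genes, replicates of a group correlated with r of 0.985 in DNMT3ABKO cells at 0 h and of 0.994 to 0.996 in the other 5 groups. Genes are not independent replicates, so these values only describe the libraries. No pair of replicates was identical, with at most 70 genes at the same value. The first principal component held 52.1% of the variance and ordered the time points within each line, and the second held 22.6% and placed every DNMT3ABKO library above all KH libraries of the same time point.

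The targeted genes were examined first, as a check of the line labels. Dnmt3a (ENSMUSG00000020661.15, mm10 chromosome 12, 3806007 to 3914443) stood at 56.2 ± 2.14 TPM (SD, n = 2) in KH cells and at 9.45 ± 2.97 TPM in DNMT3ABKO cells at 0 h, or 16.8% of the KH level. At 72 h the corresponding values were 60.9 ± 2.56 and 12.3 ± 2.97 TPM. At 144 h they were 110 ± 47.6 and 19.4 ± 3.55 TPM, with KH libraries at 76.3 and 144 TPM. Dnmt3b (ENSMUSG00000027478.15, chromosome 2, 153649450 to 153687730) decreased over time in KH cells, from 257 ± 2.53 to 177 ± 5.32 and 145 ± 3.30 TPM. In DNMT3ABKO cells it stood at 26.9 ± 0.966, 25.0 ± 1.28 and 12.9 ± 0.235 TPM, or 10.5%, 14.1% and 8.90% of KH. The mean log2 difference between lines was -2.37 for Dnmt3a and -3.13 for Dnmt3b, and every DNMT3ABKO library lay below every KH library for both genes. The exact two-sided permutation p was 0.00926 for each gene, the smallest that the 216 assignments within time points can give. Leaving out KH replicate 1 or 2 at 144 h moved the Dnmt3a difference to -2.52 or -2.22, and a pseudocount of 0.1 TPM moved the Dnmt3b difference most, to -3.18. TPM of a whole gene does not show which exons were still transcribed. Dnmt3c (ENSMUSG00000082079.2, chromosome 2, 153696652 to 153729907), a neighbouring near copy of Dnmt3b that can share its reads, was also lower in DNMT3ABKO cells, by a log2 difference of -2.19.

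**Figure D1:**
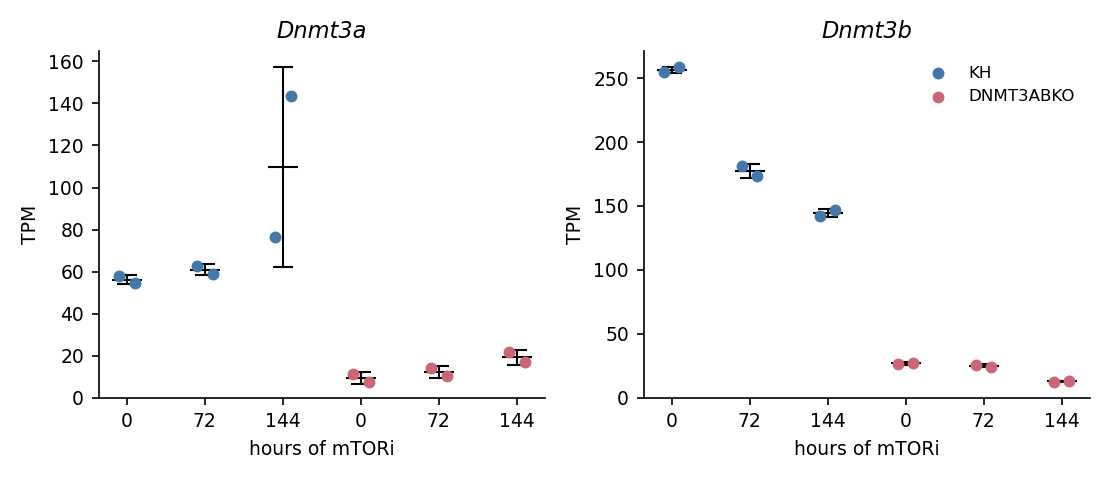
Dnmt3a and Dnmt3b (TPM, linear axes from 0) against hours of mTORi, with a point per library, coloured by line, and bars for the mean and SD of the 2 libraries of each group. All DNMT3ABKO libraries lie below all KH libraries, and the KH libraries at 144 h differ for Dnmt3a (76.3 and 144 TPM).

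The response to mTORi was then determined within each line. None of the libraries came from an untreated culture at 72 or 144 h. Changes called a response to mTORi here are therefore not separable from time in culture. In KH cells, 7520 genes were called at 72 h against 0 h, 4447 higher and 3073 lower, and 8070 at 144 h, 4308 higher and 3762 lower. In DNMT3ABKO cells, 8800 genes were called at 72 h, 5397 higher and 3403 lower, and 9061 at 144 h, 4944 higher and 4117 lower. With only the groups in the contrast in the model, 5934 and 6570 genes were called in DNMT3ABKO cells at 72 and 144 h. The KH counts were then 7685 and 8128, so which line had more calls depended on the model. Between 72 and 144 h, 3597 genes were called in KH cells and 4289 in DNMT3ABKO cells, with 2458 and 2904 of them lower at 144 h. A minimum absolute log2 fold change of 1 moved these counts most, to 998 and 1565 in KH cells and to 1761 and 2332 in DNMT3ABKO cells for 72 and 144 h against 0 h. At 144 h the balance of directions turned, to 571 higher and 994 lower in KH cells and to 1093 and 1239 in DNMT3ABKO cells. Rescaling each library by its median ratio changed the balance of directions. The share of higher calls went from 59.1% to 46.4% for KH at 72 h, from 61.3% to 48.5% for DNMT3ABKO at 72 h, from 31.7% to 43.9% for KH between 72 and 144 h, and from 32.3% to 47.5% for DNMT3ABKO between 72 and 144 h. This rescaling moved the median of all genes by at most -0.12, in DNMT3ABKO cells at 72 h, so excesses of higher or lower calls are relative to the scale chosen. The median log2 fold change over all tested genes was 0.08 and 0.05 in KH cells and 0.12 and 0.05 in DNMT3ABKO cells at 72 and 144 h against 0 h. Without replicate 1 of the DNMT3ABKO cells at 0 h, the last of these values became -0.01. In KH cells, leaving out each library gave 0.04 to 0.11 at 72 h and 0.01 to 0.08 at 144 h.

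Among genes named by the fixed rule, the largest rises in KH cells at 72 h were those of Platr7 (log2 fold change 2.87), Nphs1 (2.695) and Capn3 (2.61). Nphs1 (ENSMUSG00000006649.17, chromosome 7, 30458315 to 30487223) went from 17.9 ± 0.0554 to 121 ± 3.34 TPM (SD, n = 2; SE of the log2 fold change 0.07, adjusted p = 5.24e-08). At 144 h Capn3 (3.38), Sox1 (3.25) and Pax6 (2.94) rose most. Sox1 (ENSMUSG00000096014.1, chromosome 8, 12395295 to 12400126) went from 0.506 ± 0.0209 TPM at 0 h to 13.3 ± 0.0904 TPM at 144 h (SE 0.09, adjusted p = 7.85e-09). The largest falls in KH cells were those of Ly6a (-3.91), Col6a3 (-3.62) and Calcoco2 (-3.57) at 72 h and of Actg2 (-5.43), Ly6a (-5.41) and Lyz2 (-5.20) at 144 h. In DNMT3ABKO cells, Cntfr (3.75) and Halr1 (3.22) rose most at 72 h beside the histone gene Hist2h2aa1, and Stra8 (3.97) and BB287469 (3.91) did so at 144 h. Stra8 (ENSMUSG00000029848.11, chromosome 6, 34920163 to 34939344) went from 4.47 ± 1.07 to 83.9 ± 3.08 TPM (SE 0.12, adjusted p = 7.04e-09). Hist2h2aa1 was fitted at 5.11 (72 h) and 6.07 (144 h), but rested on replicate 1 at 0 h, in which it was listed at 0 while replicate 2 stood at 71.5 TPM. Without that library the fitted changes were 2.02 and 2.98, and its reads can be shared with near-identical histone copies. The largest falls in DNMT3ABKO cells were those of Calcoco2 (-4.80), Ly6a (-4.74) and Rhox9 (-3.89) at 72 h and of Ly6a (-5.72), Col1a1 (-5.28) and Col3a1 (-5.10) at 144 h. Col1a1 (ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042) fell from 440 ± 78.2 to 10.3 ± 0.587 TPM (SE 0.12, adjusted p = 3.30e-09), and in KH cells from 369 ± 4.38 to 9.67 ± 1.48 TPM. Col1a1 and Col3a1 belong to the fibroblast set, most of whose members fell in both lines, so that these falls do not separate ES cells from feeders.

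The gene sets asked whether known programmes of pluripotency, growth and methylation moved with the paused state. Of the 132 combinations of set and contrast, 59 were called with camera at the preset correlation. Of these 59, 51 held under fry and 7 under an estimated correlation, and the 7 were all of the 2-cell-like set, which moved the count most. Naive pluripotency genes rose in KH cells at 72 h, with a median log2 fold change of 0.60 and 16 of 17 members higher (camera adjusted p = 4.78e-05), and 17 members were called over all genes and 17 when adjusted over the list alone. In DNMT3ABKO cells at 72 h the set median was 0.35, with 11 members higher (camera adjusted p = 0.248, fry adjusted p = 0.0244), and 13 members were called either way. General pluripotency genes rose in both lines at both time points, with medians of 0.35 to 0.47, and at 72 h all 15 members were higher in each line. TPM values are shares, so a smaller feeder share in treated libraries would by itself raise genes of ES cells. Rises of the pluripotency sets over time were not separated from this. Germline genes under promoter methylation also rose, with medians of 0.68 and 0.66 in KH cells and 0.86 and 0.97 in DNMT3ABKO cells at 72 and 144 h. Of the 16 germline genes, 12, 11, 13 and 14 were called in these contrasts, with the same counts when adjusted over the list alone. Sterol synthesis genes fell, with medians of -0.81 and -0.50 in KH cells and -0.97 and -0.94 in DNMT3ABKO cells, and all 19 members were lower in both lines at 72 h. Fibroblast markers fell most, with medians of -1.24 and -3.09 in KH cells and -1.61 and -3.36 in DNMT3ABKO cells, and at 144 h 27 of 29 members were called in KH cells, all lower, and 29 in DNMT3ABKO cells, 28 lower and Twist1 higher, with the same counts when adjusted over the list alone. Imprinted, lysosomal and proliferation sets were not called against 0 h with camera in either line, and their medians changed sign with median-ratio scaling in some of these contrasts. Ribosomal protein genes were higher at 144 h by medians of 0.22 in KH and 0.15 in DNMT3ABKO cells, with 32 of 38 members higher in each line (camera adjusted p = 0.00582 and 0.0540, fry adjusted p = 1.67e-04 and 4.02e-04). At 72 h camera called them in neither line and fry in both (adjusted p = 0.00151 and 0.00223), and with median-ratio scaling their medians of 0.15 and 0.10 became 0.04 and -0.04. The methylation machinery and the formative and lineage sets were not called against 0 h with camera. Fry, which does not compare a set with the other genes, called the methylation machinery in all 4 of these contrasts, the formative and lineage set in KH at 72 h (adjusted p = 0.0107) and the imprinted set in DNMT3ABKO at 72 h (0.00721).

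**Figure D2:**
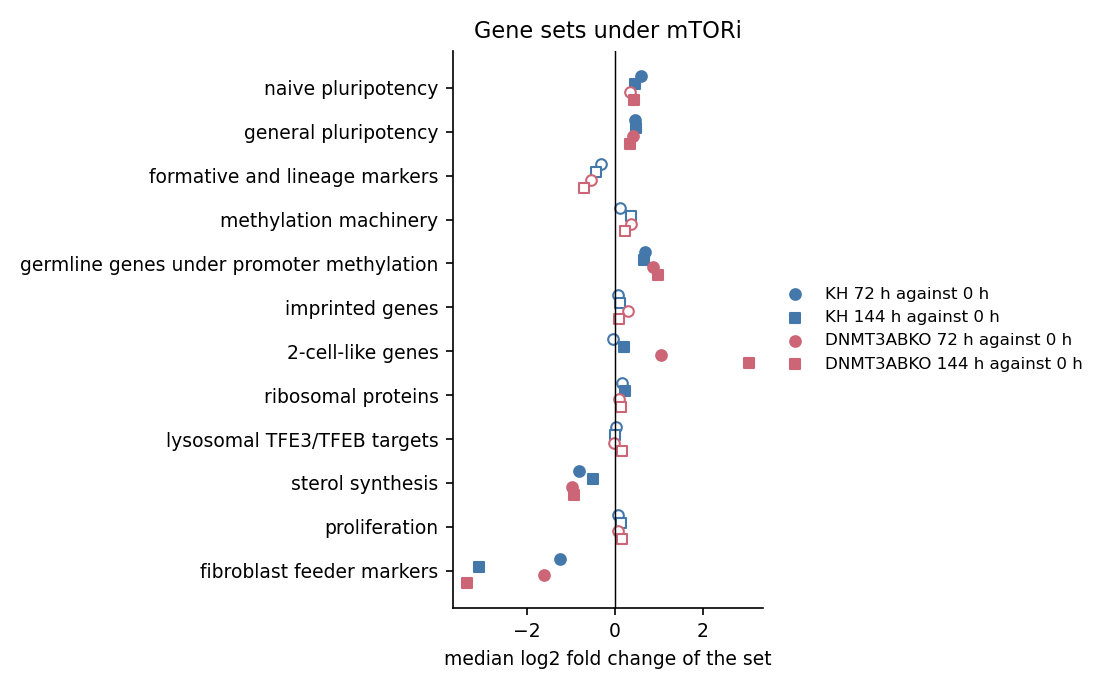
Median log2 fold change of each gene set for 72 h (circles) and 144 h (squares) of mTORi against 0 h, in KH cells (blue) and DNMT3ABKO cells (red), with filled symbols for a camera adjusted p under 0.05. Fibroblast markers lie lowest in both lines (-3.09 and -3.36 at 144 h), and 2-cell-like genes lie apart between lines at 144 h (0.20 and 3.05).

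The central question for the knockout was whether cells without de novo methyltransferases respond to mTORi as wild-type cells do. Across the 15727 genes, the KH and DNMT3ABKO fold changes, which share no library, correlated with r = 0.82 at 72 h and 0.79 at 144 h. Genes are not independent replicates, so no p-value is given. Testing genes without the filter moved these values to 0.78 and 0.74. At 72 h, 6111 genes were called in both lines, 6050 of them (99.0%) in the same direction. At 144 h, 6460 were called in both, 6358 of them (98.4%) in the same direction. Another 1409 genes were called in KH cells alone and 2689 in DNMT3ABKO cells alone at 72 h, but the difference itself was called for 481 of these. At 144 h, 1610 and 2601 genes were called in a single line, and 753 of these had a called difference. These counts rest on a spread shared over all groups, and which line had more calls depended on that.

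**Figure D3:**
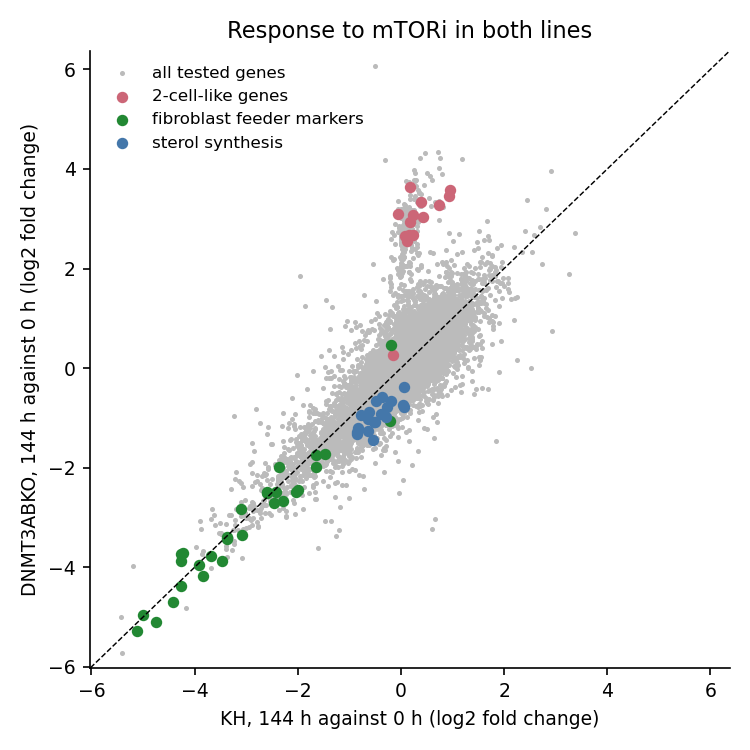
Log2 fold change at 144 h against 0 h in DNMT3ABKO cells (y axis) against KH cells (x axis), with a point per tested gene and members of 3 sets in colour. Most genes lie along the dashed line of equal response (r = 0.79 over 15727 genes), and 2-cell-like genes lie above it.

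The lines were next compared at each time point. DNMT3ABKO and KH cells differed in 1425 genes at 0 h (774 higher and 651 lower in DNMT3ABKO), in 3029 at 72 h (1456 and 1573) and in 4166 at 144 h (1727 and 2439). The excess of lower calls depended on the scale, as the share of higher calls went from 48.1% to 51.2% at 72 h and from 41.5% to 51.3% at 144 h with median-ratio scaling. A minimum absolute log2 fold change of 1 moved these counts most as well, to 249, 517 and 600. These were 184 higher and 65 lower at 0 h, 438 and 79 at 72 h, and 489 and 111 at 144 h. Without the filter on low values, 2032 genes were higher and 1422 lower at 72 h, and 2870 and 2456 at 144 h. The excess of lower calls at 72 and 144 h therefore held under neither setting. With only the groups in the contrast in the model, the count at 0 h dropped to 303, while those at 72 and 144 h were 5143 and 5482. The residual SD between replicates was 0.25 in DNMT3ABKO cells at 0 h and 0.13 to 0.17 in the other groups. At 0 h the genes with the largest rise in DNMT3ABKO cells were Fkbp6 (4.01), Xlr3a (3.66) and Zscan4f (3.40), and those with the largest fall were Dnmt3b, Dnmt3c and Dnmt3a. Fkbp6 (ENSMUSG00000040013.11, chromosome 5, 135291704 to 135350044) stood at 1.26 ± 0.110 TPM in KH cells and 35.4 ± 1.25 TPM in DNMT3ABKO cells (SD, n = 2; SE 0.15, adjusted p = 1.92e-07). Xlr3a and Zscan4f have near-identical copies, so their single values are uncertain. Germline genes under promoter methylation were higher in DNMT3ABKO cells at all 3 time points, with medians of 0.26, 0.83 and 1.03 and 13, 11 and 13 of 16 members higher (camera adjusted p = 5.08e-08, 8.20e-06 and 1.74e-07), and 8, 12 and 12 members were called over all genes and 9, 12 and 14 when adjusted over the list alone. The median at 0 h was 0.15 without DNMT3ABKO replicate 2 and 0.41 without replicate 1, and 0.42 with a pseudocount of 0.1 TPM. There was 1 line per genotype, so a difference between lines is not separable from other differences between the cultures. Genes of chromosome 8 were lower in DNMT3ABKO cells at each time point, by medians of -0.14, -0.12 and -0.18, and genes of the Y chromosome were higher, as for Ddx3y at 0 h (3.01 ± 0.105 TPM in KH and 15.6 ± 1.27 TPM in DNMT3ABKO cells). The chromosomes and Ddx3y were singled out after their values were seen.

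The 2-cell-like genes, which are transiently active in 2-cell embryos and in a small fraction of cultured ES cells, separated the lines most among the 12 sets. They were higher in DNMT3ABKO cells by medians of 1.51 at 0 h, 2.51 at 72 h and 4.10 at 144 h, with 13, 14 and 14 of 14 members higher (camera adjusted p = 1.38e-22, 1.58e-23 and 1.33e-24). Of the 14 members, 12, 13 and 13 were called over all genes, and 13 at each time point when adjusted over the list alone. Under an estimated correlation the adjusted p was 0.00264 at each time point. From 0 to 144 h the set rose by a median of 3.05 in DNMT3ABKO cells and of 0.20 in KH cells. Because many members lay near the floor in KH cells, these sizes depend on the pseudocount. With 0.1 TPM the medians between lines were 3.68, 5.30 and 6.13, and the rises were 3.51 and 1.22. Because reads can be split among near-identical members, the 9 Zscan4 members and copies were also summed. The sum was 3.60 ± 0.927, 1.26 ± 0.0947 and 13.4 ± 2.42 TPM in KH cells at 0, 72 and 144 h (SD, n = 2). In DNMT3ABKO cells it was 98.6 ± 13.4, 242 ± 1.97 and 1135 ± 36.3 TPM.

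**Figure D4:**
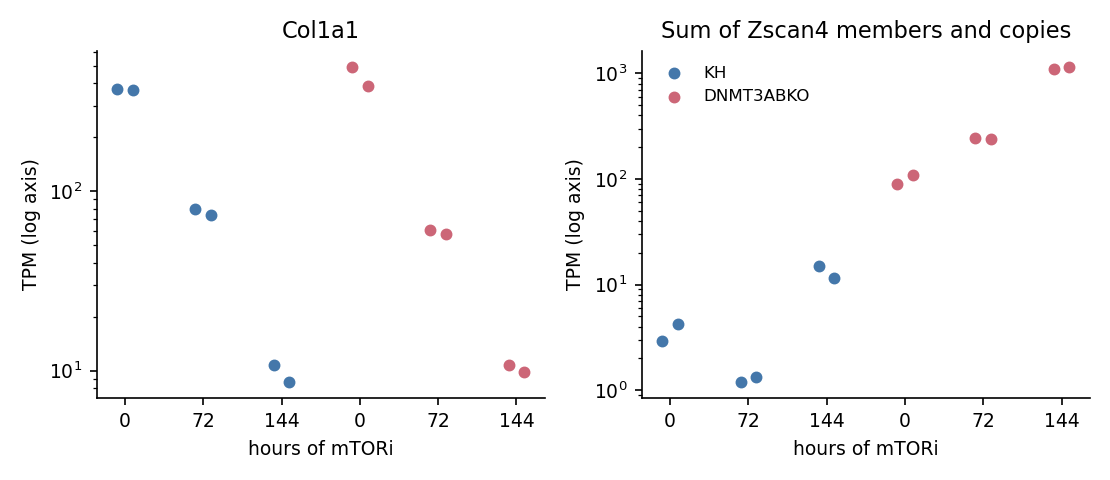
Col1a1 and the sum of the 9 Zscan4 members and copies (TPM, log axes) against hours of mTORi, with a point per library, coloured by line. Col1a1 falls in both lines to about 10 TPM at 144 h, and the Zscan4 sum reaches 1110 and 1161 TPM in the DNMT3ABKO libraries at 144 h.

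Differences between the lines in the response itself were tested as an interaction of line and time. At 72 h, 823 genes differed, 531 with a higher and 292 with a lower response in DNMT3ABKO cells, and at 144 h, 1351 differed, 769 higher and 582 lower. A minimum absolute log2 fold change of 1 moved these counts most, to 285 and 474. The 2-cell-like set rose further in DNMT3ABKO cells by medians of 1.14 at 72 h and 2.59 at 144 h, with all 14 members higher at both. At 72 h 11 of the 14 members were called over all genes and 12 when adjusted over the list alone, and at 144 h 13 were called either way. Sterol synthesis genes fell further in DNMT3ABKO cells at 144 h, by a median of -0.47 with all 19 members lower (camera adjusted p = 1.36e-08, fry adjusted p = 0.0105), and 11 members were called over all genes and 13 when adjusted over the list alone. Naive pluripotency genes rose less in DNMT3ABKO cells at 72 h, by a median of -0.25 with 13 of 17 members lower (camera adjusted p = 2.54e-05, fry adjusted p = 0.0350), whereas at 144 h the median difference was -0.04 (camera adjusted p = 0.690). The difference at 72 h depended on DNMT3ABKO replicate 2 at 0 h, without which the set median was -0.05. At 72 h 7 naive members were called over all genes and 8 when adjusted over the list alone. Nanog (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633), a member of this set, went from 200 ± 16.3 to 274 ± 1.39 TPM in KH cells and from 264 ± 52.3 to 186 ± 8.02 TPM in DNMT3ABKO cells between 0 and 72 h (SD, n = 2), with a difference in response of -0.95 (adjusted p = 0.00856).

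The genes named for a higher response in DNMT3ABKO cells were Peg10 (2.30), Tsx (2.21) and Wt1 (2.00) at 72 h and Usp17lb (3.47), BB287469 (3.41) and AA623943 (3.23) at 144 h. Peg10 (ENSMUSG00000092035.8, chromosome 6, 4747306 to 4760517) went from 83.3 ± 5.57 to 65.2 ± 0.553 TPM in KH cells and from 31.2 ± 6.80 to 122 ± 0.608 TPM in DNMT3ABKO cells at 72 h (SD, n = 2; SE 0.18, adjusted p = 3.49e-04). Usp17lb belongs to a family of near-identical genes, and AA623943 is annotated as a pseudogene. Those named for a lower response at both 72 and 144 h were Pagr1b, Pax6 and Hist1h2br. Pax6 (ENSMUSG00000027168.21, chromosome 2, 105668900 to 105697364) went from 2.16 ± 0.505 to 7.75 ± 0.926 and 23.0 ± 1.41 TPM in KH cells. In DNMT3ABKO cells it went from 8.49 ± 2.33 to 5.42 ± 0.189 and 14.8 ± 0.661 TPM, and the differences in response were -2.02 and -2.18 (SE 0.23, adjusted p = 1.27e-03 and 2.07e-04). Pagr1b stood at 7.58 and 9.15 TPM in the DNMT3ABKO libraries at 0 h and was listed at 0 in all 4 treated ones, and the near-identical copy Pagr1a can take its reads. In KH cells Pagr1b also varied between replicates, with 10.7 and 4.35 TPM at 72 h. Hist1h2br is a member of a family of 15 Hist1h2b genes, and its difference at 72 h was not called without the filter on low values.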

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

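All tests of explanations in this part were chosen only after the results were seen, whereas the differences in response themselves were tested as laid down beforehand. The lines differed in their response to mTORi, by the interaction test in limma, for 823 genes at 72 h and 1351 genes at 144 h. If replicate 1 of DNMT3ABKO at 0 h, the library farthest from its partner, were the sole source, differences computed from the replicate 1 libraries and from the replicate 2 libraries would be unrelated across genes. They correlated with r = 0.66 at 144 h and r = 0.40 at 72 h over 15727 genes, and with r = 0.30 and 0.19 over the genes that were not called. The groups of libraries compared share none. The knockout and any other difference between the cultures remain open as explanations, since there was 1 line per genotype.

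The largest differences among sets were those of the 2-cell-like genes, at 1.14 at 72 h and 2.59 at 144 h (set medians, log2), or 1.85 and 2.24 with a pseudocount of 0.1 TPM. Reads shared between near-identical copies would leave the sum of a family alike in both lines. The sum of the 9 Zscan4 members and copies differed between lines at 144 h by a log2 ratio of 6.31, far beyond the replicate SDs, and the sum of 5 Usp17l genes responded differently by 2.82 at 144 h (2.67 to 2.98 when each library was left out). KH was near the floor for this sum (0.410 TPM at 0 h), and the difference was 2.09 with a pseudocount of 0.1 TPM and 1.88 (1.62 to 2.13 when each library was left out) with none. A shift of all values between libraries is argued against by the set median for DNMT3ABKO against KH at 144 h with median-ratio scaling, 4.13 against 4.10 on the deposited scale. A smaller feeder share in DNMT3ABKO would raise all genes of ES cells by 1 factor, and is argued against as the source by the general pluripotency genes, of which none stood higher than KH by more than 0.71 at 144 h. A difference between the cultures other than the knockout cannot be told apart from the knockout, as Y-linked genes also differed (Ddx3y by 2.05 at 0 h) and each genotype had 1 line. Loss of Dnmt3a and Dnmt3b may raise these genes, which stays a hypothesis.

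Sterol synthesis genes fell further in DNMT3ABKO, by -0.27 at 72 h and -0.47 at 144 h, although fry called only the later difference (adjusted p 0.223 and 0.0105). Fibroblast markers fell further in DNMT3ABKO at 72 h, by -0.37 (fry adjusted p = 0.0349), and at 144 h by -0.10 (camera adjusted p = 0.149). The sterol difference at 72 h was -0.16 without DNMT3ABKO replicate 2 at 0 h. At 72 h less feeder RNA in DNMT3ABKO cannot be told apart from a change in ES cells for the sterol genes. The fibroblast markers also stood lower in DNMT3ABKO at 72 h. In the 144 h response the fibroblast markers went both ways (9 higher and 20 lower). The macrophage list, whose genes are near the floor there, differed by 0.60. At 144 h the sterol genes stood lower in DNMT3ABKO by -0.60 (-0.60 to -0.53 when each library was left out), with all 19 lower. The fibroblast markers stood alike between lines at 144 h (0.01, with 17 higher and 12 lower). This argues against less feeder RNA in DNMT3ABKO as the source at 144 h. Naive pluripotency genes differed by -0.25 at 72 h, but by only -0.05 without DNMT3ABKO replicate 2 at 0 h and -0.45 without replicate 1, and by -0.14 without KH replicate 1 at 0 h. At 72 h itself they stood lower in DNMT3ABKO by -0.28 (-0.32 to -0.27 when each library was left out), with 14 of 17 members lower. A smaller feeder share would raise genes of ES cells, and the fibroblast markers, at -0.26, place the smaller share in DNMT3ABKO, so less feeder RNA is argued against as the source. Formative and lineage markers differed by 0.38 at 72 h, germline genes under promoter methylation by 0.26 at 144 h, imprinted genes by 0.19 at 72 h and lysosomal genes by 0.22 at 144 h. The imprinted and lysosomal differences were not called by fry (adjusted p 0.112 and 0.237), and without DNMT3ABKO replicate 1 at 0 h the lysosomal, germline and imprinted differences were 0.08, 0.15 and 0.11. Without KH replicate 2 at 0 h the lysosomal and imprinted differences were both 0.12. The formative difference was 0.24 without DNMT3ABKO replicate 2 at 72 h.

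A trend with gene length or level was weighed for these set differences together. After subtraction of the median of genes of like exon length and level, 9 of the 10 set differences kept their sign and at least 0.5 of their size, which argues against a trend with length or level for those. The exception was the imprinted set, whose median went from 0.19 to 0.076. For it such a trend cannot be told apart from a difference in response, as its members went both ways. GC content was not tested. The knockout and other differences between the cultures stay open as untested explanations.

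Single genes were named by the fixed rule. Peg10 differed by 2.30 (2.09 to 2.52 over fits that each left out a library), Tsx by 2.21 and Wt1 by 2.00 at 72 h. Pax6 differed by -2.02 at 72 h and -2.18 at 144 h, and part of this came from 0 h, where DNMT3ABKO libraries averaged 8.49 TPM against 2.16 TPM in KH. For these 4 genes no technical explanation was tested beyond the alternatives, under which all kept their call. Usp17lb differed by 3.47, BB287469 by 3.41 and AA623943 by 3.23 at 144 h. Sharing of reads among copies is argued against for Usp17lb by the family sum (2.82), and was not tested for the other genes.

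Pagr1b differed by -4.83 at 72 h and -3.83 at 144 h, fitted values that depend on the pseudocount because DNMT3ABKO was listed at 0 in all 4 treated libraries. The sum of Pagr1a and Pagr1b differed by -2.28 at 72 h, with -3.21 to -1.36 over fits without a library and an SD of 4.64 around a mean of 4.80 TPM in DNMT3ABKO at 72 h. Sharing of reads between these copies cannot be told apart from a change of the gene. Hist1h2br differed by -2.01 at 72 h and -2.09 at 144 h. The sum of 15 Hist1h2b genes differed by -0.31 at 72 h, but Hist1h2br was a small part of that sum (350 of 5328 TPM in KH at 0 h), so sharing among histone copies cannot be told apart from a change of this gene either.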

How the results depend on the processing

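All alternatives reported here were fixed before the data were examined, except fry with the replicate block and the block within each time point, which were chosen after seeing the data. No result changed direction past a threshold under any alternative, and no gene called in any of the 11 contrasts was called with the opposite sign under another pseudocount, filter, scaling, model or block. Rescaling to a common total was not run, because every library already had the same total, and scaling by spike-ins was not run, because none was listed. Summed expression therefore had a difference of 0 by construction.

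Counts of changed genes depended most on a minimum absolute log2 fold change of 1. It gave 998, 1565 and 468 genes for KH at 72 h, at 144 h and between 72 and 144 h, and 1761, 2332 and 718 for DNMT3ABKO. For DNMT3ABKO against KH it gave 249, 517 and 600 at 0, 72 and 144 h, and for the differences in response 285 and 474. With only the groups in the contrast, DNMT3ABKO against KH gave 303 genes at 0 h and 5143 at 72 h, and the differences in response gave 437 and 757. This model estimates the spread from fewer libraries, and the residual SD was 0.25 in DNMT3ABKO at 0 h against 0.13 to 0.17 in the other groups. Median-ratio scaling gave 1259 and 2077 differences in response, of which 801 and 1332 were among the 823 and 1351 called on the deposited scale, and the absence of a filter gave 2099 at 144 h, where more genes were tested. The cause of the rise with scaling was not tested.

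The study's reporting summary states that samples of matching time points were handled in parallel within each biological replicate. Whether the replicate numbers in the labels follow those replicates is not stated. In the values, replicate numbers showed no pairing of libraries within a line. There, the differences between replicates 1 and 2 of different time points correlated across genes with r of -0.10 to 0.10. Over all 15 pairs of groups r was -0.10 to 0.34. The highest value, between KH and DNMT3ABKO at 0 h, leaves open that same-numbered libraries of both lines shared processing at 0 h. The study states that, within each biological replicate, samples of corresponding time points were handled in parallel. Whether this joined the lines or the time points of a line is not stated, and the main model holds no such block. With the replicate number as a block within each time point, shared by both lines, 1904 genes were called for the lines at 0 h. Of these, 907 were higher and 997 lower in DNMT3ABKO, against 774 and 651 without the block. For the differences in response, 917 and 1687 genes were called at 72 and 144 h. All 59 set calls and all 42 named genes were still past the threshold. Fry with this block called 90 sets, among them 57 of the 59. With the replicate block within each line, the difference in response at 72 h was called for 545 genes, and the count at 144 h was 1041. All 59 set calls and all 42 named genes stayed past the threshold with the block in camera and limma, and fry with the replicate block kept 45 of the 59, losing among others the differences at 72 h of the naive (adjusted p = 0.0589) and fibroblast sets (0.101) and that at 144 h of the germline set (0.101).

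The median log2 fold changes over all genes were small (-0.06 to 0.12) and depended on the scale. With median-ratio scaling they became -0.012 and 0.0025 for KH at 72 h against 0 h and at 144 h against 72 h, -0.0039 and 0.0011 for the same contrasts in DNMT3ABKO, and -0.011 and 0.0013 for DNMT3ABKO against KH at 72 and 144 h, because this scaling centres the genes. Without the filter they were 0 in every contrast between groups but DNMT3ABKO at 72 h against 0 h (0.0036), as the added genes have a mean under 1 TPM. A pseudocount of 0.1 TPM gave -0.047 for KH at 144 h against 72 h, where fits that each left out a library gave -0.046 to -0.038. Medians of contrasts with DNMT3ABKO at 0 h ranged widest, from 0.04 to 0.19 at 72 h against 0 h, from -0.01 to 0.13 at 144 h against 0 h and from -0.13 to 0.03 for the lines at 0 h, and the outer values came from leaving out replicate 1 or 2 of DNMT3ABKO at 0 h.

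The correlation of responses between lines ranged from 0.77 to 0.81 at 72 h and from 0.75 to 0.79 at 144 h over the fits that each left out a library. It was 0.777 at 72 h with a pseudocount of 0.1 TPM, and 0.785 and 0.743 at 72 and 144 h without the filter. The cause was not tested.

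Camera with an estimated correlation called 7 sets, against 59 at the preset correlation. The correlation was estimated from groups of 2 libraries, and the cause of the drop was not tested. Fry no longer called 8 of the 59, among them the differences in response of the imprinted, sterol (72 h) and lysosomal (144 h) sets, and median-ratio scaling no longer called 1, the formative and lineage set in KH between 72 and 144 h (adjusted p = 0.0520). Among the 42 named results, 2 lost their call. Hist2h2aa1 in DNMT3ABKO at 72 h did so without the filter and with only the groups in the contrast, and Hist1h2br (difference at 72 h) did so without the filter. The differences for Dnmt3a and Dnmt3b ranged from -2.52 to -2.22 and from -3.14 to -3.11 over fits without a library. As depth is unknown, genes listed at 0 are not shown to be absent.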

Other observations

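The tests of a rise of fibroblast genes and of the summed expression were laid down beforehand, and all other tests in this part were chosen only after the results were seen. Feeder RNA had been expected as a possible source of fibroblast genes that rise under mTORi. No such rise occurred, since the fibroblast set fell by -3.09 in KH at 144 h. A fall of the summed expression due to a few abundant RNAs was also weighed beforehand. Sums are equal by construction, and without the 10 genes with the highest mean TPM the share left was higher by 2.07 percentage points in treated libraries (exact permutation p = 0.16, 225 assignments), so no fall under mTORi was seen on this relative scale. In DNMT3ABKO against KH it was lower by 0.655 percentage points, which the test did not separate from no difference (exact permutation p = 0.713). The 10 most abundant genes took 31.6% of TPM in DNMT3ABKO replicate 1 at 0 h, against 23.0% to 27.3% in the other libraries. That library moves both differences in the direction seen, and neither was computed without it. The study, after scaling to spike-ins, reports a global fall of expression in wild-type cells under mTORi. It also reports decreased global transcription in the Dnmt3a/b knockout cells. Shares of a fixed total cannot test either statement.

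The fall of fibroblast genes may reflect less feeder RNA in the treated libraries. A second fibroblast list and a macrophage list were written after this fall, and that of other macrophage genes such as Lyz2 and C1qa, had been seen, so they are not independent of it. Of the 24 and 20 listed genes, 19 and 15 were tested. In KH at 144 h against 0 h the second fibroblast list had a median of -1.91, with 18 of 19 genes lower in both libraries, and the macrophage list a median of -1.94, with 15 of 15 lower. In DNMT3ABKO the medians were -1.87 (18 lower) and -1.37 (14 lower). Abundant members fell in KH, but by different amounts, with Fbln2 going from 175 to 24.6 TPM, Col1a2 from 230 to 9.81 TPM, Lyz2 from 180 to 3.93 TPM and Cyba from 26.6 to 12.8 TPM. Of the 50 most lowered genes at 144 h, 15 in KH and 16 in DNMT3ABKO were on the 3 lists. Of the 19 second-list genes, 16 were still at 1 TPM or more in every 144 h library, which does not decide whether ES cells express them, because a remaining feeder share would leave them there too. A change within the ES cells cannot be told apart from a smaller feeder share, because ES cells kept without feeders were not analysed here. The labels also carry the name E14, a background that the study's methods keep without feeders, so the presence of feeders itself is read from those methods and not from the labels.

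A common share of feeder RNA that falls alike for all feeder cell types is argued against as the sole source of these falls. A change of expression within the feeder cells was not tested, so such a share may still contribute. From 0 to 72 h the macrophage list fell less than the second fibroblast list by 0.44 in KH (-0.41 against -0.86), and the difference was 0.39 to 0.51 when each library was left out. In DNMT3ABKO the difference was 0.54, and with a pseudocount of 0.1 TPM it was 0.44 in both lines. From 72 to 144 h the order turned in KH, with a difference of -0.73, whereas in DNMT3ABKO it was -0.07 (from -0.14 to 0.10 without a library). With a pseudocount of 0.1 TPM these values were -1.92 in KH and -0.29 in DNMT3ABKO (from -0.46 to -0.12 without a library), so the step in DNMT3ABKO depends on the pseudocount. The step from 0 to 72 h was chosen after all 4 steps had been computed.

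Replicate 1 of DNMT3ABKO at 0 h had a lower median than replicate 2, by -0.16 on the log2 scale, against at most 0.10 in size in the other groups. Its 10 most abundant genes took 31.6% of all TPM, against 23.7% in replicate 2, which implies a shift of -0.16. A larger share of a few transcripts, such as Gm26917 (12.5% against 7.59%), may therefore account for the lower median. It does not account for the mitochondrial share, which was 0.747% against 2.11%, a log2 ratio of -1.49, with at most 0.28 in size in the other groups. No biological explanation was tested, as both libraries belong to the same group.

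Genes of chromosome 8 were lower in DNMT3ABKO than in KH. This chromosome was singled out after the medians of all 19 autosomes had been seen. Its median was -0.14, -0.12 and -0.18 at 0, 72 and 144 h, while the other 18 autosomes lay between -0.08 and 0.01. A shift of all values would move all autosomes alike, and the gap at 72 and 144 h argues against it. When each library was left out, chromosome 8 stood at -0.14 to -0.12 at 72 h and -0.19 to -0.17 at 144 h. No other autosome went below -0.09 in those fits. At 0 h the ranges overlapped, with chromosome 8 at -0.20 to -0.06 and chromosome 18 at -0.19 to 0.03. Being lowest is not itself a test, as the chromosome was singled out after the medians were seen. All 21 windows of 20 Mb over the 3 time points (7 windows each) lay below the median of the other autosomes. This is consistent with a different copy number of chromosome 8 in part of the cells of a line, such as a gain in some KH cells or a loss in some DNMT3ABKO cells, as no DNA was measured. Relative to the other autosomes and to the mean of all libraries, chromosome 8 stood at 0.03 to 0.09 in the 6 KH libraries and at -0.06 to -0.02 in the 6 DNMT3ABKO libraries.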
